A study of Homo sapiens with 6 samples. Its data were reported in "Synthetic circular miR-21 RNA decoys enhance tumor suppressor expression and impair tumor growth in mice" (2020).

How the data were processed

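PolyA RNA-seq data of 6 A549 libraries were analysed, 3 of parental cells (Ctrl) and 3 of MIR21-KO cells. Groups and replicate numbers were taken from the sample titles. Per the labels, RNA was enriched with oligo(dT) beads and made into strand-specific libraries, which were sequenced on an Illumina HiSeq instrument. MIR21-KO cells had been derived by the authors from single sorted cells after transfection with Cas9 and a pair of guide RNAs, whereas Ctrl cells were the parental population. The number of clones behind the 3 MIR21-KO libraries is not stated. Clone-specific differences cannot be separated from effects of the deletion.

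The authors deposited one table of 58174 genes with the gene length, the FPKM of each library, and their own log2 fold change, p-value and FDR. Aligner, counting tool, genome build and annotation are not stated, nor is the treatment of reads shared between overlapping genes, paralogs or pseudogenes. According to the study's methods as far as they go, FDRs were obtained after TMM normalization. The deposited FPKM values times gene length are whole multiples of one step per library, so reads were recovered for 100% of values. The library sizes implied by the deposited FPKM were 0.9497 to 1.0304 times the sums of recovered reads, so a scaling factor had been applied by the authors. All 37 mitochondrial genes, 13 of them protein-coding, are listed at 0 in every library, although every cell uses them. A listed 0 can thus reflect the authors' processing. A gene with no read may still be present at up to 3 reads' worth, which on a gene of 1 kb is 0.219 to 0.279 FPKM depending on the library; these floors cover counting error only.

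Genes with a mean of at least 0.5 FPKM (16006, of which 11719 are protein-coding) were tested on log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3, using eBayes with a mean-variance trend and robust fitting, and no covariate. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method to FDRs, with calls at an FDR under 0.01 as in the study. A negative binomial count model was not used. Gene sets were tested by camera with an inter-gene correlation of 0.01, and for descriptive purposes set medians were compared with 10000 random lists matched on mean expression. The S-phase and G2/M sets were those distributed with the R package Seurat, in place of the Hallmark sets, which were not used here. Fold changes against a group with at most 3 reads in each library were computed against that floor and are given as lower bounds.

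Coordinates and 3' UTRs were taken from GENCODE 29 (GRCh38) by gene identifier, which matched 57836 of 58174 genes (99.42%). For each gene the longest annotated 3' UTR of at least 30 bases was searched for seed matches of miR-21-5p and let-7, and genes with an 8mer were compared with protein-coding genes without any 6mer match. For heptamer ranks, fold changes were regressed on 3' UTR length (in 20 bins) and GC content, and the residuals of the genes holding each heptamer were averaged. GC content was available for 15955 of the tested genes (99.7%).

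The genes to be named were set by a rule in advance: the genes of the lists, MIR21 and VMP1, the 5 largest rises and 5 largest falls among called genes with at least 1 FPKM in one group and no overlap between groups, and the 3 literature targets with the smallest p. Also fixed were a replicate block, leaving out each library, other filters and pseudocounts, median-ratio scaling, an FDR of 0.05, protein-coding genes only, limma without trend or robust fitting, and for sets fry, an estimated correlation, heptamer sites and matched controls. Chosen after seeing the data were voom on recovered reads, removal of each library's trend on GC content and gene length (lowess with a span of 0.3), that removal together with the replicate block, scaling by total reads, a minimum mean of 10 reads, and sites in any annotated 3' UTR.

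The procedure was tested on simulated data with the depths and levels of these libraries, in which 200 of 16006 genes, chosen among well-covered ones, were changed 2-fold. Limma on FPKM recovered 152 of them (76%) together with 10 false calls (6.2% of calls), of which 9 had a mean under 10 reads. Hence calls among genes with few reads are less certain than the nominal FDR. With a minimum mean of 10 reads, 186 genes were recovered with 4 false calls, and voom on simulated reads recovered 200 with 0 false calls. The simulation gave all genes the same dispersion (spread beyond counting error) in both groups, and no GC trends. The real MIR21-KO libraries varied more than Ctrl (ratio of median SDs 1.76), and 16% of tested genes were called. These rates of recovered and false calls therefore need not hold for the real data. In the real data 26 of the 2568 calls had a mean under 10 reads. In the heptamer ranking, a shift of 0.3 planted in the 2186 genes holding a chosen word put that word at rank 1 of 15887. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.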

Results

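The data were polyA-selected RNA-seq libraries of A549 cells, an established human cell line derived from a lung adenocarcinoma. Parental cells (Ctrl) were compared with cells in which the MIR21 gene had been deleted by CRISPR/Cas9 (MIR21-KO), with 3 libraries per group, each from cells harvested 48 h after seeding. The values analysed were FPKM, that is fragments relative to gene length and library size, where the authors had used a library size of their own for each library. The reads behind each value could be recovered, and they summed to 12567391, 10631667 and 13491638 for Ctrl replicates 1 to 3 and to 14345209, 12444300 and 12588667 for MIR21-KO replicates 1 to 3. At these depths a single read on a gene of 1 kb was worth 0.0731 to 0.0930 FPKM. Between 22309 and 23688 of the 58174 listed genes had at least 1 read in a library. Across genes, Pearson correlations of log2 values were 0.963 to 0.972 between Ctrl libraries, 0.941 to 0.966 between MIR21-KO libraries and 0.895 to 0.914 between the groups. No library was a copy of another: the chi-square statistic per degree of freedom, which is close to 1 for repeated sequencing of one library, was at least 2.69 for every pair.

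The targeted gene was considered first. MIR21 (ENSG00000284190) occupies 72 bases of chromosome 17, from 59841266 to 59841337 on the plus strand of GRCh38, in the last part of the protein-coding gene VMP1 (ENSG00000062716, 59707192 to 59842255). Of the 17 annotated VMP1 transcripts, 1 has an exon across it. MIR21 was listed at 0 FPKM in each of the 6 libraries. PolyA libraries do not capture the mature miRNA or its short precursor, so these values can neither show nor exclude the deletion. VMP1 mRNA was more abundant in MIR21-KO cells, with 75.1 ± 3.83 FPKM in Ctrl and 142.5 ± 7.18 in MIR21-KO (SD, n = 3 each). Its log2 fold change was 0.92 ± 0.081 (SE) with an FDR of 0.000473 by limma. All fold changes below are on the log2(FPKM + 0.1) scale, MIR21-KO over Ctrl, which understates the change of genes near 0.

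To see which transcripts differ upon MIR21 deletion, 16006 genes with a mean of at least 0.5 FPKM were tested. At an FDR under 0.01, limma called 2568 genes, of which 1226 were higher and 1342 lower in MIR21-KO cells. The change was at least 2-fold for 1031 of them, 653 higher and 378 lower. In each of the 2568 genes the 3 Ctrl values did not overlap the 3 MIR21-KO values. Such a separation was found for 48.1% of all tested genes, where chance gives 10%. The count moved strongly when a library was left out: it was 784 without MIR21-KO replicate 2, 889 to 933 without one of the Ctrl libraries and 3418 without MIR21-KO replicate 3. An FDR under 0.05 gave 5114 genes. In the authors' deposited table, 4505 genes had an FDR under 0.01, 2415 higher and 2090 lower. Of those, 3920 were among the genes tested here and 585 were not. Among the 3920, 2500 were also called here, all in the same direction.

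**Figure D1:**
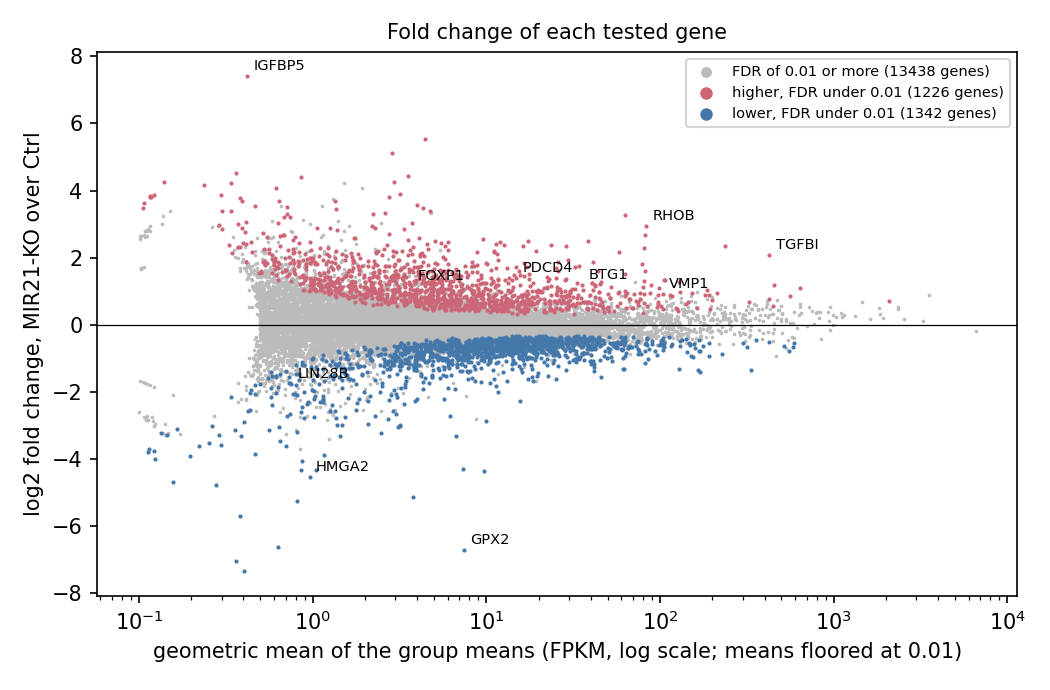
Log2 fold change (MIR21-KO over Ctrl) of each of the 16006 tested genes against the geometric mean of its group means in FPKM (log axis, means floored at 0.01), with genes past an FDR of 0.01 in colour. The 1226 higher and 1342 lower genes span the range of expression, and the largest changes belong to genes near 0 FPKM in one group.

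The largest changes among these genes were switches between near absence and clear expression. IGFBP5 (ENSG00000115461, chromosome 2, 216672105 to 216695525) had at most 1 read in a Ctrl library and 17.6 ± 2.54 FPKM in MIR21-KO cells, at least 463.8-fold higher (FDR = 7.57e-06, limma). The other 4 of the 5 largest rises were PLPP4, MMP2, MEDAG and MYL9, with log2 fold changes of 5.53, 5.13, 4.51 and 4.44. MMP2, for instance, went from 0.438 ± 0.085 to 18.5 ± 0.623 FPKM. MEDAG rested on few Ctrl reads, and its FDR of 0.000657 became 0.0103 without MIR21-KO replicate 2, the highest over all alternatives (0.000133 to 0.0103). On the other side, the noncoding gene ENSG00000261780 (listed as a processed transcript, chromosome 18, 73324941 to 73349878) fell from 16.1 ± 2.26 FPKM to 0 reads in each MIR21-KO library, at least 158-fold lower. The antisense gene ENSG00000254844 (chromosome 11, 117818443 to 117821992) had no read in MIR21-KO cells either and was at least 31.5-fold lower, and UPK1B was at least 61.0-fold lower. GPX2 fell from 79.8 ± 2.41 to 0.695 ± 0.248 FPKM and MTUS1 from 12.6 ± 0.771 to 0.0320 ± 0.0226 FPKM, with log2 fold changes of -6.70 and -6.61.

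The next question was whether tumor suppressor mRNAs that the study assigned to miR-21-5p rise when the miRNA is lost. All 5 were called higher over all genes tested. PDCD4 (ENSG00000150593, chromosome 10, 110871795 to 110900006), whose longest annotated 3' UTR holds an 8mer site for miR-21-5p, increased from 9.18 ± 0.617 to 24.1 ± 1.27 FPKM (log2 fold change 1.38 ± 0.082 SE, FDR = 0.000123, limma). BTG1 (ENSG00000133639, chromosome 12, 92140278 to 92145897) rose from 23.7 ± 0.478 to 53.8 ± 1.39 FPKM, a log2 fold change of 1.18 ± 0.064 (FDR = 9.51e-05, limma). FOXP1 showed a log2 fold change of 1.16 (FDR = 0.000645), MOAP1 of 0.71 (FDR = 0.00459) and BTG2 of 0.59 (FDR = 0.00351). The longest 3' UTRs of BTG1 and FOXP1 each hold 1 heptamer match to the miRNA, whereas those of BTG2 and MOAP1 hold only a shorter match followed by an A. Adjusted over the list alone, 5 of 5 genes were past 0.01 too, but the study chose this list partly on these libraries, so that count is not independent evidence. The study also used correlations with miR-21 in patient tumors. For all 5 it reported more protein and higher activity of 3' UTR reporters in A549 MIR21-KO cells. Those data were not analysed here. Without any one of the Ctrl libraries, BTG2 and MOAP1 were no longer called and 3 of the 5 genes were left, while BTG2 was also lost without MIR21-KO replicate 2 and MOAP1 without MIR21-KO replicate 1. Without Ctrl replicate 1, for example, the FDR was 0.0155 for BTG2 (0.00154 to 0.0226 over all alternatives) and 0.0206 for MOAP1 (0.00312 to 0.0227).

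**Figure D2:**
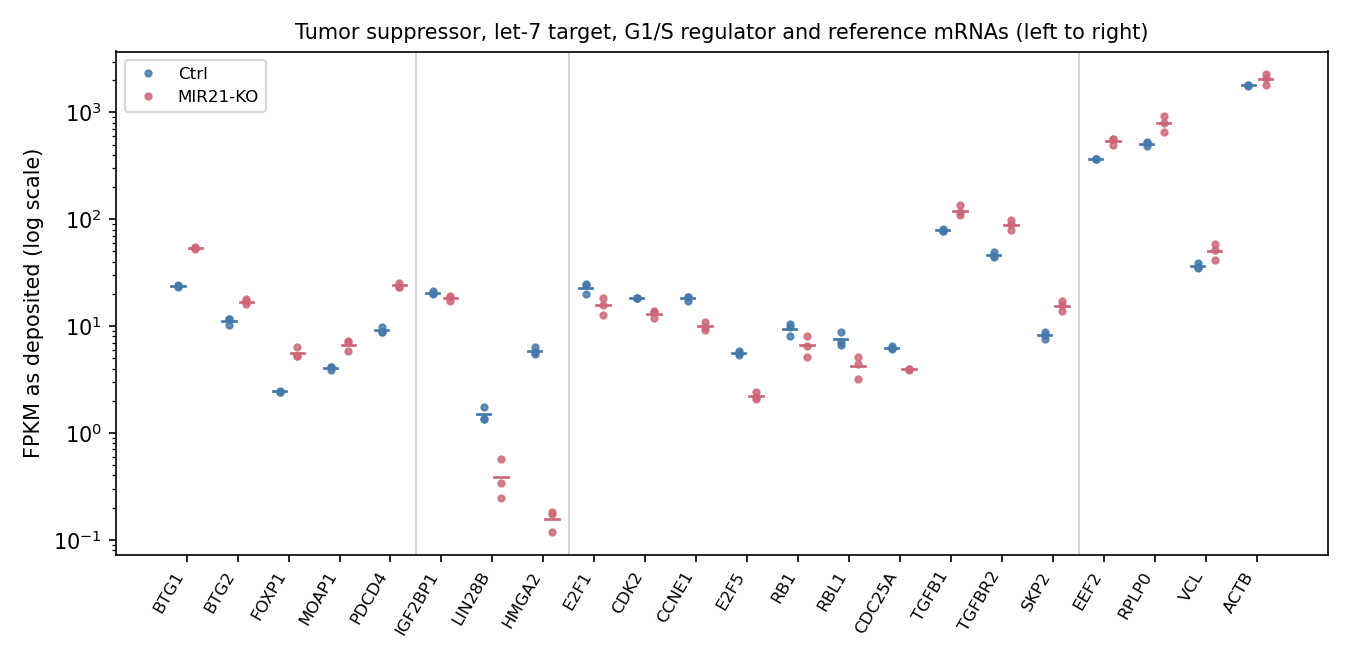
FPKM of single mRNAs (log axis) in the 3 Ctrl and the 3 MIR21-KO libraries; each point is a library and each bar the mean of its group. The groups are apart for PDCD4, BTG1 and HMGA2, while they lie close together for IGF2BP1 and ACTB.

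Because the study reported more let-7 and less of several oncofetal let-7 target proteins in MIR21-KO cells, their mRNAs were examined. HMGA2 mRNA (ENSG00000149948, chromosome 12, 65824131 to 65966295) dropped from 5.86 ± 0.426 to 0.158 ± 0.0339 FPKM, a log2 fold change of -4.53 ± 0.182 (SE, FDR = 3.7e-05, limma). LIN28B mRNA (ENSG00000187772, chromosome 6, 104936616 to 105083332) went from 1.49 ± 0.229 to 0.383 ± 0.165 FPKM, with a log2 fold change of -1.76 ± 0.307 (FDR = 0.00636). The LIN28B values rest on 20 to 134 reads per library, and HMGA2 had 25 to 36 reads in the MIR21-KO libraries. The log2 fold change of HMGA2 was -5.22 with voom and -2.56 with a pseudocount of 1, the limits over the 15 alternatives with a value. IGF2BP1 mRNA (ENSG00000159217, chromosome 17, 48997412 to 49055650) changed little, from 20.6 ± 0.642 to 18.4 ± 0.931 FPKM (log2 fold change -0.16 ± 0.072, FDR = 0.136). Hence 2 of the 3 mRNAs were called lower, also when adjusted over the list alone. LIN28B kept its call without MIR21-KO replicate 3 but lost it when any other library was left out, with an FDR of 0.0354 without Ctrl replicate 1 (0.000545 to 0.0354 over all alternatives).

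Regulators of the G1/S transition were analysed next. Of the 7 mRNAs that the study described as lower, all had negative log2 fold changes and 4 were called at an FDR under 0.01, namely CDK2 (-0.48), CCNE1 (-0.87), E2F5 (-1.29) and CDC25A (-0.66). E2F1 (-0.56, FDR = 0.0345), RBL1 (-0.83, FDR = 0.0187) and RB1 (-0.53, FDR = 0.0723) were not past 0.01 by limma. In the authors' deposited table, RBL1 had an FDR of 0.000182, E2F1 one of 0.00955 and RB1 one of 0.0385. The 3 mRNAs described as higher, TGFB1 (0.61), TGFBR2 (0.95) and SKP2 (0.91), were all called. Adjusted over the lists alone, 5 lower and 3 higher mRNAs were past 0.01, which again is not independent of the study's choice. CDC25A fell although its longest 3' UTR holds a miR-21-5p 8mer, and SKP2, with 2 such sites, rose. Leaving out single libraries reduced the number of these 10 mRNAs called in the stated direction to 4 without Ctrl replicate 1 or 2, and to 3 without Ctrl replicate 3 or MIR21-KO replicate 2. The number was 8 without MIR21-KO replicate 3, 8 with voom on recovered reads and 9 with the GC and length trends removed. E2F1 was called with the trends removed (FDR = 0.000402, with 0.000402 to 0.11 over all alternatives) and RBL1 with voom (FDR = 0.00438, with 0.00438 to 0.0661).

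As a background, 4 further mRNAs were measured in the same way. The study named EEF2 and RPLP0 as RT-qPCR controls for H1975 MIR21-KO cells and for A549 and H1975 cells transfected with decoys. It used the proteins of VCL and ACTB as loading controls. The mRNAs were not uniformly stable: EEF2 rose from 366.8 ± 1.73 to 539.6 ± 39.5 FPKM (log2 fold change 0.55 ± 0.092 SE, FDR = 0.00519, limma) and was called. RPLP0 had a similar log2 fold change of 0.62 but varied more among MIR21-KO libraries (FDR = 0.0182). VCL, whose 3' UTR holds an 8mer site for miR-21-5p, shifted by 0.46 (FDR = 0.04) and ACTB by 0.20 (FDR = 0.251). The call for EEF2 was lost without any one of the Ctrl libraries and without MIR21-KO replicate 2 (FDR = 0.0365 there, 0.000748 to 0.0383 over all alternatives). Without MIR21-KO replicate 1 or 3, 2 of the 4 mRNAs were called. BTG2 and MOAP1 changed by about as much as EEF2 and RPLP0, while PDCD4, BTG1 and FOXP1 changed by more than each of these 4 mRNAs.

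Gene sets were then compared with all other genes using camera, with Benjamini-Hochberg adjustment over the 5 sets tested. S-phase genes had a median log2 fold change of -0.62 and 42 of 43 were lower (adjusted p = 3.21e-15), with 30 called individually. G2/M genes had a median of -0.56 and 53 of 54 were lower (adjusted p = 4.99e-15), with 25 called. Among 10000 random lists matched on expression, 95% of medians lay between -0.243 and 0.076 for lists of the first size and between -0.217 and 0.060 for the second. Adjusted over the list alone, 36 S-phase and 39 G2/M genes were past 0.01. Both sets held under fry and under an estimated inter-gene correlation. A list of 60 miR-21-5p targets drawn in advance from general knowledge of the literature, 52 of them tested and 4 of them also in the study's lists, had a median of 0.28 with 35 genes higher and 17 lower (camera adjusted p = 0.00273). For random lists of this size, 95% of medians lay between -0.196 and 0.121. Of the targets, 12 were called higher and 3 lower, and 15 and 3 when adjusted over the list alone. The strongest evidence was for RHOB (230.7 ± 12.7 FPKM in MIR21-KO, log2 fold change 2.94, FDR = 1.01e-05), TGFBI (2.07, FDR = 4.88e-05) and PDCD4. This set held under fry (adjusted p = 0.00892) but not with an estimated correlation (adjusted p = 0.615).

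**Figure D3:**
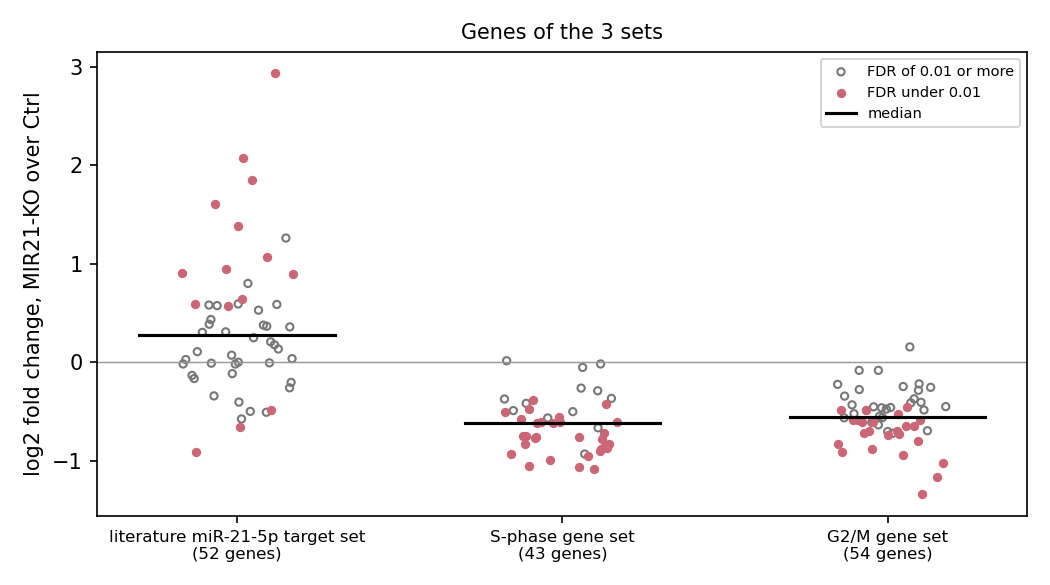
Log2 fold changes (MIR21-KO over Ctrl) of the genes in the literature miR-21-5p target set, the S-phase set and the G2/M set; each point is a gene, filled if its FDR is under 0.01, and bars are medians. The medians are 0.28, -0.62 and -0.56.

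Finally, genes were grouped by seed matches in their longest annotated 3' UTR, without regard to earlier target lists. The 334 genes with an 8mer site for miR-21-5p had a median log2 fold change 0.04 above that of 7339 genes without a site, which camera did not separate (adjusted p = 0.285). This difference depended on the libraries: it was 0.14 (adjusted p = 0.0113, with 0.00466 to 0.81 over its alternatives) without MIR21-KO replicate 1 and -0.03 without MIR21-KO replicate 3. The 506 genes with a let-7 8mer had a median 0.06 below that of 6902 genes without one (adjusted p = 0.263), which became -0.15 (adjusted p = 0.0337, with 0.0337 to 0.75 over its alternatives) without MIR21-KO replicate 3 and 0.00 without MIR21-KO replicate 1. The 1151 genes with a miR-21-5p heptamer had a median only 0.004 above that of genes without a site, and 48.1% of them were higher. When 3' UTR length and GC content were taken into account, the 1151 genes holding the miR-21-5p heptamer (ATAAGCT) were shifted upwards by a mean of 0.0864, rank 135 of the 15887 heptamers found in at least 100 genes. Ranked by the mean over its standard error, a ranking added to the one fixed in advance, this heptamer was number 1 (z = 4.51). The let-7 heptamer (CTACCTC, 1289 genes) had a mean of -0.0412, rank 945 from the bottom, and rank 139 by the mean over its error. By the best site in the 3' UTR, and relative to genes without a site, the mean shift was 0.006 ± 0.012 (SE across genes) for a miR-21-5p 6mer, 0.029 ± 0.025 for a 7mer-A1, 0.084 ± 0.022 for a 7mer-m8 and 0.135 ± 0.032 for an 8mer. Genes are not independent replicates, so these errors describe the genes of these libraries.

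**Figure D4:**
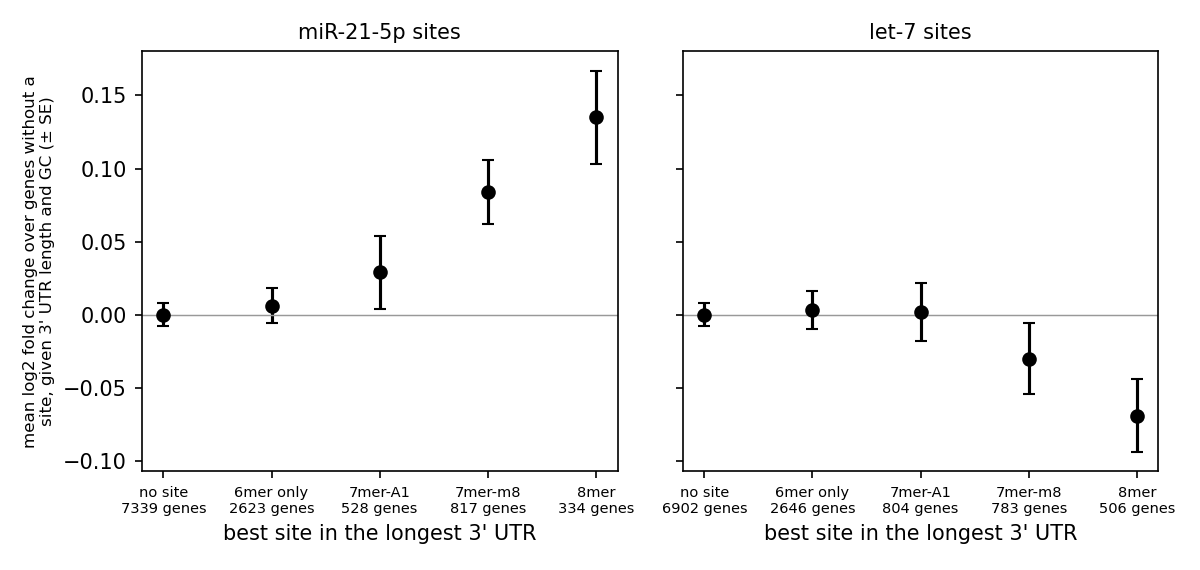
Mean log2 fold change (MIR21-KO over Ctrl) of genes by their best miR-21-5p (left) or let-7 (right) site, relative to genes without a site and given 3' UTR length and GC content; bars are standard errors across genes. The mean is 0.135 for a miR-21-5p 8mer and -0.069 for a let-7 8mer.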

Values the study reported

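The study reported that miR-21-5p made up about 68% of all miRNAs in A549 cells. After deletion of the locus, total miRNA abundance was given as about 38% of that in parental cells. These small RNA measurements were not analysed here.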

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

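The alternatives were fixed before the data were examined except for voom on recovered reads, the removal of GC and length trends (with and without the replicate block), scaling by total reads, a minimum mean of 10 reads and sites in any annotated 3' UTR, which were chosen after seeing the data. The planned count-model test was not run, and voom was the fit that used the recovered reads. FOXP1, LIN28B, HMGA2, E2F5, MEDAG and UPK1B fall below a mean of 5 FPKM and have no value under that filter.

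The number of genes called was 2568, with 1226 higher and 1342 lower. With an FDR under 0.05 there were 5114 (2428 higher, 2686 lower), and with voom 3496. Leaving out one library gave 784 to 3418 genes, 392 to 1603 higher and 378 to 1815 lower. The counts were 918, 933 and 889 without Ctrl replicates 1, 2 and 3, 784 without MIR21-KO replicate 2, but 2189 without MIR21-KO replicate 1 and 3418 without MIR21-KO replicate 3. Genes of at least 5 FPKM included 765 higher genes, with fewer genes tested. Removing the trends on GC content and gene length gave 3898 genes (1917 higher), with 2381 shared calls. The other settings without a replicate block gave counts within 1.5 times. The share of higher genes was 47.7%, and it was 50.7% with median-ratio scaling and 43.3% after scaling by total reads; these scalings moved the median of all genes by 0.018 and -0.035.

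With the replicate number as a block, 651 genes were called (379 higher, 272 lower), 649 of them shared with the fit without it. Among the lists, 3 tumor suppressor mRNAs, 1 let-7 target mRNA, 2 G1/S regulator mRNAs and 0 reference mRNAs were then called, although 3 of the 4 reference mRNAs had an unadjusted p under 0.05. The same-numbered libraries did not deviate together: the correlations of their deviations from the group means were -0.204, -0.006 and -0.052. Differently numbered libraries gave -0.165 to 0.225. These values gave no sign of pairing, but with 3 libraries per group they cannot exclude a shared batch. What the numbers stand for is not stated. If they do not pair the libraries, the block only costs degrees of freedom. With the trends removed and the replicate block, 1677 genes (828 lower), 1 let-7 target mRNA and a miR-21-5p 8mer difference of 0.135 (adjusted p = 0.00598) were found.

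Fits that each left out one library called 3 to 5 tumor suppressor mRNAs, 1 to 2 let-7 target mRNAs, 3 to 8 G1/S regulator mRNAs and 0 to 2 reference mRNAs (3 to 4 of which had an unadjusted p under 0.05). Of the let-7 targets, 1 was called without a filter on low values, where more genes are tested, and 0 at 5 FPKM or more, where only IGF2BP1 is left and 0 have an unadjusted p under 0.05. Of the reference mRNAs, 2 were called with voom, 2 after scaling by total reads and 3 with the trends removed. The cause of these changes was not tested. PDCD4, BTG1, HMGA2, VMP1 and the 5 largest rises and 5 largest falls kept their call under every alternative that gave them a value, except MEDAG without MIR21-KO replicate 2. Of 554 values for 35 single genes, 493 kept their side of the threshold, 49 were weaker, 12 were stronger and none changed direction.

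The miR-21-5p 8mer difference ranged from -0.034 (without MIR21-KO replicate 3) to 0.140 (without MIR21-KO replicate 1), was -0.001 with no filter on low values (adjusted p = 0.508), and became 0.135 (adjusted p = 0.00466) with the GC and length trends removed. Over the alternatives with an adjusted p, that was 0.00466 to 0.81. The let-7 8mer difference ranged from -0.151 (without MIR21-KO replicate 3, adjusted p = 0.0337) to 0.003 (without MIR21-KO replicate 1), and its adjusted p from 0.0337 to 0.75. The cause of these changes was not tested beyond the removal of the trends. The literature target set, with a median of 0.275, lost its call with an estimated correlation (adjusted p = 0.615) and kept it in the other 17 alternatives. The S-phase and G2/M sets kept direction and call in all 18 alternatives, with medians from -0.657 to -0.565 and from -0.592 to -0.505. LIN28B, HMGA2 and MEDAG rest on few reads in the group where they are low, at most 44, 36 and 4 in a library, which limits the precision of their fold changes.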

Other observations

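Of the tests in this part, those on the base composition of heptamers, on other splits and on pairs of single libraries for the heptamer, on ribosomal protein genes after trend removal, on whole chromosomes and on the spread between MIR21-KO libraries were chosen after the result was seen.

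The 3 MIR21-KO libraries differed more from each other than the Ctrl libraries did. The median SD of log2 values was 0.195 in MIR21-KO against 0.111 in Ctrl, a ratio of 1.76. Across 13634 genes, which are not independent replicates, the deviation of a library from its group mean correlated with GC content at r = 0.289 in MIR21-KO replicate 1, 0.111 in replicate 2 and -0.362 in replicate 3, compared with -0.106 to 0.069 in Ctrl. After removal of each library's trends on GC content and gene length the ratio was 1.38. Such trends may thus account for part of the spread. Whether the rest is technical cannot be told apart from differences between the cultures, because the labels give no library batch. The log2 fold changes between the groups also correlated with GC content, at r = 0.148 over the same genes. The removal took trends relative to the mean of all 6 libraries, so it also takes this part out of the group contrast. Whether that part is technical was not tested.

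The number of changed genes was set against other groupings and the same trends. Only 1 of the 10 splits of the 6 libraries, the real one, gave as many as 2568 genes. The other 9 gave 0 each, with 122 to 911 genes at an unadjusted p under 0.05 compared with 6910 for the real split. Mixed splits carry the group difference as spread within their groups, which lowers their counts, and with 3 against 3 libraries the share of splits cannot fall under 10%. After trend removal 92.7% of the calls stayed past the threshold, which argues against these trends as the whole cause. For gene sets, 1 of 10 splits gave as small a camera p for the S-phase genes and 1 of 10 for the G2/M genes, but 5 of 10 did for the literature targets, 8 of 10 for the miR-21-5p 8mer genes and 9 of 10 for the let-7 8mer genes. Mixed splits keep a part of the real contrast, and the values as deposited carry the GC trends of single libraries, so these counts say little for or against a set. With trends removed, the S-phase median was -0.594 and the G2/M median -0.505, still outside 95% of random lists (-0.209 to 0.101 and -0.197 to 0.076). The median of the literature targets was then 0.344, also outside its range (-0.154 to 0.146). Whether the lower S-phase and G2/M values stem from the deletion or from the history of the sequenced clone or clones was not tested.

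The small difference of the miR-21-5p 8mer genes changed once GC content was handled. Relative to random genes without a site, matched on 3' UTR length and expression, the median excess of 8mer genes was 0.053 with values as deposited, at the edge of the 95% range of random sets (-0.068 to 0.053). With the trends removed it was 0.120, outside -0.065 to 0.066, so neither 3' UTR length and expression level nor the GC and length trends accounts for the rise. With matching on 3' UTR GC as well it was 0.121 even in the values as deposited. Let-7 8mer genes had a median 0.055 lower than matched genes (an excess of -0.055, outside -0.039 to 0.044), and the excess was -0.066 with the trends removed. Against all genes without a site, however, the difference was -0.059 (adjusted p = 0.263) as deposited and only -0.021 (adjusted p = 0.593) with the trends removed.

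The heptamer ATAAGCT was examined given 3' UTR length and GC content; without that, the genes holding it had a median only 0.004 above genes without a site. By its mean shift this heptamer was rank 135 of 15887 but number 1 of the 420 heptamers made of the same bases, which argues against base composition. Ranked by the mean shift over its error, it was number 1 of all 15887 heptamers. Against the mean of Ctrl, each MIR21-KO library alone gave it rank 2, 1 and 1, whereas each Ctrl library against the other Ctrl libraries gave rank 9085, 2095 and 14697, which argues against a bias of single libraries. These 3 comparisons share the Ctrl mean. In the 9 pairs of one MIR21-KO and one Ctrl library, the heptamer ranked 1 or 2 from the top, while pairs within a group gave ranks of 1203 to 13862, which argues against a bias of one Ctrl library carried by that mean. A bias common to all 3 Ctrl libraries stays open. The shift grew with the strength of the site, to 0.135 for an 8mer compared with 0.006 for a 6mer, which argues against a property of 3' UTRs that ignores the kind of site. However, 2 of the 10 splits of the 6 libraries gave a mean at least as large relative to its error; mixed splits keep a part of the real contrast and gave z values of -4.67 to -3.25 or 3.56 to 3.91, depending on the side with more Ctrl libraries. These splits therefore say little, and chance cannot be ruled out. As a hypothesis, loss of miR-21-5p may directly raise part of its seed-matched mRNAs, by a mean log2 of 0.135 for 8mer genes.

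VMP1 encloses MIR21 and rose by 0.92 on the log2 scale. The 42 expressed genes within 2 Mb had a median of -0.205 and only TBX2 (1.39), named after its value was seen, rose as much, which argues against a gain of the region in the sequenced cells. VMP1 holds no heptamer match to miR-21-5p in its 3' UTR. An effect of the deletion on VMP1 transcript ends or stability remains open and was not tested.

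HMGA2 fell far more than LIN28B or IGF2BP1, with a log2 fold change of -4.53. The 16 expressed genes within 2 Mb had a median of -0.034, equal to that of all 13631 expressed genes, which argues against the loss of the surrounding region. A smaller deletion, a change in transcription of HMGA2 specific to the sequenced clone or clones, and repression by let-7 remain open. The longest annotated 3' UTR of HMGA2 holds no let-7 heptamer, while another annotated one does. HMGA2 was therefore not counted among the let-7 8mer genes, whose mean shift was -0.069. The missing match depends on the 3' UTR chosen and does not speak against let-7, of which the study names HMGA2 a target.

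Mean shifts also differed by chromosome. After trend removal, 62.1% of 707 expressed protein-coding genes on chromosome 2 lay above the median of all genes and 40.2% of 530 on chromosome 16. Given their numbers of genes, the shares of these 2 of 23 chromosomes were more extreme than that of any chromosome in 1000 shuffles, which argues against chance placement of the changed genes. Which chromosomes stood out depended on the correction. With values as deposited, chromosome 5 (482 genes) was the only one outside all shuffles, while the shares were 57.0% for chromosome 2, reached by 4 of 1000 shuffles, and 48.1% for chromosome 16, reached by all 1000. With 0 of 23 chromosomes outside all shuffles in both settings, no single chromosome is singled out by that criterion. Some shares changed little with the correction. They were 58.9% with trends removed and 61.4% as deposited for chromosome 20, 40.9% and 40.2% for chromosome 8, and 59.7% and 59.2% for X. As deposited, these 3 shares were reached by 1, 3 and 10 of 1000 shuffles. The highest running median over 51 neighbouring genes, 0.408, lay on chromosome 20 between BLCAP and CD40 (37492472 to 46129863), where 32 of 51 genes were above the median. Only 5 of the 1000 shuffles reached that value anywhere in the genome. With values as deposited, the highest running median was 0.401, reached by 6 of 1000 shuffles. Such high runs were thus rare by chance, but they did not lie outside all shuffles. By that criterion, set in advance, chance placement is not excluded. The region and its end genes were picked after their values were seen. Differences in copy number between the parental population and the sequenced MIR21-KO cells stay open and were not tested, since no DNA data were used here.

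EEF2 and RPLP0, control mRNAs of the study, both encode parts of the translation machinery. Their rise was shared by ribosomal protein genes, a family chosen after these values were seen: 72 of 82 were higher, with a median of 0.30 against -0.076 to 0.192 for random lists, although only 1 was called higher and 1 lower with values as deposited. The number called higher was 2 with median-ratio scaling, 5 after scaling by total reads, 8 with voom, 12 with the trends removed, 1 without MIR21-KO replicate 1 and 28 without MIR21-KO replicate 3. The median was 0.333 with the GC and length trends removed, above its random range (-0.067 to 0.181), so the trends do not explain it. Under the 2 other scalings the median was at least 0.264, again above the random range. Scaling moves the random lists along with the set, so that comparison cannot decide whether scaling plays a part. The median was 0.158 without MIR21-KO replicate 1 and 0.485 without MIR21-KO replicate 3, above the random range in both fits. Reads shared with the many ribosomal pseudogenes were not tested. If the rise is real, normalization of RT-qPCR to RPLP0 could understate increases in A549 MIR21-KO cells. The study named RPLP0 as RT-qPCR control for H1975 MIR21-KO cells and decoy-transfected cells, which were not measured here. Whether RPLP0 rises in those cells is not known from these data.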
